# Fine mapping of a major QTL for awn length in barley using a multiparent mapping population

**DOI:** 10.1007/s00122-016-2807-y

**Published:** 2016-10-12

**Authors:** Corinna B. Liller, Agatha Walla, Martin P. Boer, Pete Hedley, Malcolm Macaulay, Sieglinde Effgen, Maria von Korff, G. Wilma van Esse, Maarten Koornneef

## Abstract

**Key message:**

**Awn length was mapped using a multiparent population derived from cv. Morex and four wild accessions. One QTL was fine mapped and candidate genes were identified in NILs by RNA-seq.**

**Abstract:**

Barley awns are photosynthetically active and contribute to grain yield. Awn length is variable among both wild and cultivated barley genotypes and many mutants with alterations in awn length have been identified. Here, we used a multiparent mapping population derived from cv. Morex and four genetically diverse wild barley lines to detect quantitative trait loci (QTLs) for awn length. Twelve QTLs, distributed over the barley genome, were identified with the most significant one located on chromosome arm 7HL (QTL AL7.1). The effect of AL7.1 was confirmed using near isogenic lines (NILs) and fine-mapped in two independent heterogeneous inbred families to *a* < 0.9 cM interval. With exception of a small effect on grain width, no other traits such as plant height or flowering time were affected by AL7.1. Variant calling on transcripts obtained from RNA sequencing reads in NILs was used to narrow down the list of candidate genes located in the interval. This data may be used for further characterization and unravelling of the mechanisms underlying natural variation in awn length.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00122-016-2807-y) contains supplementary material, which is available to authorized users.

## Introduction

The awn, developing as a long slender extension of the lemma in a grass spikelet, is a reduced leaf (Grundbacher 1963). In wild species, their function is thought to assist seed dispersal and protection (Elbaum et al. 2007). The awns of the cereal crops barley (*Hordeum vulgare*), wheat (*Triticum aestivum*), rye (*Secale cereale*) and oat (*Avena sativa*) have a similar anatomy: they have a triangular shape with the base directed towards the rachis; three vascular bundles; and two long strands of chlorenchyma, which contribute to the net photosynthetic activity of the spike (Grundbacher 1963; Li et al. 2006). A number of loci affecting awn length in barley are described and categorised in two main phenotypic groups: (1) loci that affect other traits such as plant height, leaf shape, and spike length; and (2) loci that mainly affect awn length or brittleness (Franckowiak and Lundqvist 2012; von Bothmer et al. 2003). Several genes from the first group have recently been shown to be involved in brassinosteroid (BR) biosynthesis or signalling (Dockter et al. 2014). The *short awn 2* (*lks2*) gene, which belongs to the second group [allelic to *breviaristatum* (*ari)* -*d* and *unbranched style 4* (*ubs4*)] is located on the long arm of chromosome 7H and was found to encode for a SHORT INTERNODES (SHI)-type transcription factor (Yuo et al. 2012).

In general, awned barley genotypes outyield awnless isogenic lines, especially under warm and dry conditions (Bort et al. 1994; Grundbacher 1963; Scharen et al. 1983, Rebetzke et al. 2016). Within the spike the awns are the main contributors to the photosynthetic activity (Abebe et al. 2009). Consequently, the absence of awns reduces seed weight and size because of a reduction in starch content (Bort et al. 1994; Grundbacher 1963; Jiang et al. 2006; Li et al. 2006; Scharen et al. 1983). Given the potential impact of awn length on yield in barley cultivars, it is important to identify novel QTLs and genes that affect this trait. Previous genetic studies described QTLs for awn length on chromosome 3H (Chen et al. 2012; Gyenis et al. 2007; Wang et al. 2010), possibly co-localizing with either *ari*-*a* or *semi*-*brachytic* (*uzu*) (HvBRI1); on 6HS (Sun et al. 2011); close to the row type locus *six*-*rowed spike 1* (*Vrs1*) on 2H (Sameri et al. 2006), where the awnless locus *Lks1* has been mapped; on 7H (Sameri et al. 2006), possibly co-localizing with either *ari*-*f* or *ari*-*n* (Druka et al. 2011; Franckowiak and Lundqvist 2012); and on 7HL which is associated with DIMINUTO (*HvDIM*) (Dockter et al. 2014). The majority of these studies have investigated the genetic basis of awn length differences in cultivated barley. Substantial variation in awn length, however, is also observed in wild barley (Badr et al. 2000) which is characterised by higher genetic diversity than cultivated barley and thus represents a valuable source to improve the elite barley genepool (Russell et al. 2004). Therefore, we generated a multiparent intercross population between wild and cultivated barley to map and identify the genetic basis for differences in awn length. The advantages of using multiparent populations compared to classical bi-parental populations are that: (1) several alleles and their interaction with different backgrounds can be analysed simultaneously and (2) QTLs can be detected with higher precision and resolution due to the increased level of recombination (Cavanagh et al. 2008). We generated a multiparent mapping population by intercrossing cv. Morex, three ssp. *spontaneum* from the Fertile Crescent and one ssp. *agriocrithon* from the Tibetan highlands in China. After one round of backcrossing to the recipient Morex to reduce the effect of deleterious wild alleles, the resulting BC1F1 was intercrossed in all possible combinations to generate by single seed descent 6 subpopulations with 130–150 RILs each. The QTL analysis resulted in the identification of a major QTL for awn length on 7HL where the wild barley allele decreased awn length. Fine mapping of this locus using independent heterozygous inbred families (HIFs) led to a delimitation of the QTL locus to <0.9 cM. The position of the locus was verified using mapping of the variants between RNA sequencing reads obtained from two near isogenic lines differing only in the QTL region. The major locus on 7HL was not associated with any other traits nor did it map to previously identified awn length genes located in this region such as *HvLks2* or *HvDIM*.

## Materials and methods

### Plant material

The multiparent recombinant inbred Line (RIL) mapping population was constructed through crosses between the barley cultivar Morex and four wild barley lines selected for large genetic variation (Badr et al. 2000). Three wild barley genotypes originated from the eastern and western Fertile Crescent, the centre of barley domestication [ssp. *spontaneum*: HID 4 (A), Iraq; HID 64 (B), Turkey; and HID 369 (C), Israel and one barley genotype originated from the Tibetan highlands in China (ssp*. agriocrithon*: HID 382(D)]. Each wild barley line was crossed to cv. Morex (ssp. vulgare, USA) and the F1 hybrids were backcrossed to Morex once. These backcross generations were intercrossed with each other at every possible combination, resulting in six independent subpopulations. From these intercrosses, 916 recombinant inbred lines (RILs) with 130–165 lines per subpopulation were made by single seed descent (SSD) (Online Resource 1) for six generations. The resulting F6 generation was used for genotyping and QTL mapping.

### Plant growth conditions

For QTL mapping of awn length, the F6 generation was grown with four replicate plants per RIL under outdoor conditions. Plants of the multiparent RIL population were sown mid-January 2011 in 96-well trays, germinated under greenhouse conditions and placed outdoors after the first leaf emerged (end of January). Plants were transferred (mid-Feb) to 10 L pots, each pot containing one plant. Pots were arranged in 15 rows spaced 1 m apart, each row contained 61 pots with a distance of 15 cm. The entire plot was divided into two blocks, two replicate plants per genotype were randomised together within each block. The plot was surrounded by one row of border pots containing elite barley cultivars. The plants were irrigated using a sprinkler robot. For QTL confirmation and additional experiments performed in 2012, 2013 and 2014 the plot was set-up using 12 L pots as described previously (Liller et al. 2015) only in this study the plot was divided into two blocks.

A custom-made peat and clay soil mixture (EinheitsErde^®^ ED73 Osmocote, Einheitserdewerke Werkverband e.V., Sinntal-Altengronau, Germany) containing a long term fertilizer was used for the outdoor and greenhouse grown plants. Greenhouse experiments were performed in an air-conditioned greenhouse under long day conditions (16 h, 22 °C day; 8 h, 18 °C night) using either 0.3 or 0.5 L pots. In all experiments, additional fertilizer and/or pesticides were applied to the plants when necessary.

### Awn length measurement

All spikes used for awn length measurements were collected at maturity. The spikes were dried in a drying cabinet (Heraeus) at 37 °C for at least 3 days. Awn length (length of the detached longest awn of the spike) was measured using a 200 mm digital calliper (Mitutoyo Deutschland, Neuss) The population involves crosses between 2-rowed HID lines and 6-rowed Morex, and thus also segregates for row-type. In the six-rowed plants, the awn length may differ between the central spikelet and the lateral spikelet. Therefore, only the awn length of the central spikelet was used for QTL mapping. At least four independent biological replicates (*n* ≥ 2 technical replicates) were used to obtain an average awn length used for QTL analysis.

### DNA extraction

DNA was extracted from fresh or freeze-dried leaf material using the Qiagen BioSprint following the manufacturer’s protocol (Qiagen, Hilden, Germany). DNA was eluted in 150 µL supplied buffer AE and concentration was measured using the NanoDrop spectrophotometer (PEQLAB, Erlangen, Germany).

### QTL mapping

One individual of each RIL was genotyped with a selection of 384 BOPA single-nucleotide polymorphism (SNP) markers from the barley Consensus Map (Close et al. 2009) at the James Hutton Institute (Dundee, Scotland, UK) using the Illumina Golden Gate Assay system.

The markers were assigned to their positions on the POPSEQ map (Ariyadasa et al. 2014). The SNP markers were used to calculate the genetic predictors, i.e. the probabilities that a particular RIL at a given locus has the genotype of one of the five founders. The founder to offspring probabilities were calculated using a Hidden Markov Model (Rabiner 1989; Zheng et al. 2015), an extension of the inheritance vector approach as described in Huang et al. (2011).

The QTL-mapping was done using linear mixed models in Genstat 17 (VSN international). In the first step of the QTL analysis we used a genome scan, known as simple interval mapping (SIM) (Lander and Botstein 1989). Let $$\underline{y}_{ik}$$ be the awn length for RIL *i* in cross *k*, then the following model can be given:

1 $$\underline{y}_{ik} = \mu_{k} + x_{ikl}^{T} \underline{\beta }_{l} + \underline{\varepsilon }_{ik}$$

where $$\mu_{k}$$ is a fixed effect, the vector $$x_{ikl}^{{}} = (x_{ikl1} ,x_{ikl2} , \ldots ,x_{ijl5} )^{T}$$ contains the probabilities that RIL *i* in cross *k* for locus *l* has the genotype of wild barley line *f* (*f* = 1,…,4). The vector $$\underline{\beta }_{l}$$ is a 4-dimensional vector of random founder effects corresponding to locus *l*. Finally, $$\underline{\varepsilon }_{ik}$$ is the residual error for RIL *i* in cross *k*, with cross-specific variance $$V\left( {\underline{\varepsilon }_{ik} } \right) = \sigma_{\varepsilon ,k}^{2}$$.

In the second step, we ran a genome scan using a multi-QTL model adjusting for background QTLs. The background QTL with the strongest effect was first added, then a new QTL-scan was performed to detect the second strongest QTL, and this procedure was repeated until no new QTLs were detected above the QTL significance threshold of −log10(*P*) = 3.2 (Huang et al. 2011). Each background QTL was modelled as a random effect, and the model is an extension of Eq. (1):

2 $$\underline{y}_{ik} = \mu_{k} + \sum\limits_{{c \in {\kern 1pt} C}} {x_{ikc}^{T} \underline{\beta }_{c} } \; + \;x_{ikl}^{T} \underline{\beta }_{l} \; + \;\underline{\varepsilon }_{ik}$$

where C is a set of co-factors to correct for QTLs elsewhere in the genome, and *l* is the putative QTL. Co-factors within 10 cM of the putative QTL were excluded.

In the final step of the QTL-analyses all QTLs detected with model (2) were included in the model:

3 $$\underline{y}_{ik} = \mu_{k} + \sum\limits_{q \in Q} {x_{ikq}^{T} \underline{\beta }_{q} } + \underline{\varepsilon }_{ik}$$

where Q is the set of selected QTLs. For each QTL the min log10(*P*)-values, the founder effects and the standard errors were estimated. Epistatic interactions between the 12 QTL were tested pairwise according to Huang et al. (2011).

### QTL confirmation and fine mapping

For QTL confirmation, offspring of RILs heterozygous at the most significant QTL (QTL AL7.1) in the *F*_6_ generation was evaluated. These RILs represent Heterogeneous Inbred Families (HIFs) as defined by Tuinstra et al. (1997) and were genotyped with markers closest to the putative QTL. For the major awn length QTL on chromosome arm 7HL (AL7.1) 23–26 HIFs were grown under outdoor conditions in 2012. Genotyping was carried out with the markers 3_1489 and 2_0117 which are located close to the putative awn length QTL. Subpopulations were abbreviated based on the parents segregating at AL7.1, defining Morex (M) and alleles of the wild barleys HID 4 (A), HID 64 (B), HID 369 (C) and HID 382 (D) resulting in the possible allele combinations AM, BM, CM and DM.

The selfed progeny of, respectively, 475 heterozygous plants of the HIFs BM1 and 452 of DM1 were used for fine mapping. Recombinants were selected using the flanking markers 3_0593/1_0999 for BM1 and 2_0483/1_0999 for DM1 resulting in 47 and 13 recombinant lines, respectively. All recombinant and seven non-recombinant plants per genotype were transplanted to large pots, genotyped with additional newly developed CAPS markers (Figs. 4, 5) located within the region of AL7.1 and grown to maturity. The HIFs were fixed for the other QTLs, thus the BM1 and DM1 HIFs used for fine mapping only segregated at AL7.1. For confirmation and further delimitation of the QTL interval, homozygous lines were selected from the (heterozygous) recombinant plants of populations BM1 and DM1 and phenotyped for awn length under outdoor conditions (Online Resource 2). Linkage maps for chromosome 7HL in the BM1 and DM1 populations were constructed using JoinMap 4 (Kyazma B.V., Wageningen, The Netherlands, https://www.kyazma.nl/index.php/JoinMap/). Polymorphic SNP markers were designed as CAPS/dCAPS markers (Konieczny and Ausubel 1993; Neff et al. 1998) based on SNPs described by Close et al. (2009), the Barley Consensus Map and the iSelect chip (http://bioinf.hutton.ac.uk/iselect/app/). CAPS/dCAPS sites were identified using dCAPS finder (http://helix.wustl.edu/dcaps/dcaps.html) (Neff et al. 1998). A list with primer sequences used for fine mapping can be found in Online Resource 3. PCR was performed in a total reaction volume of 10 µL containing 20–40 ng genomic DNA, 1× supplemented buffer, 0.5 µM forward and reverse primer, 15 µM dNTPs, 0.25 U *T*aq polymerase (Ampliqon, Odense, Denmark) and 5% glycerol or 2 mg BSA if necessary. Amplification was done using a touchdown (TD) PCR with an initial 3 min denaturation at 95 C, 15 TD cycles (30 s at 95 °C, 30 s TD (−1 °C per cycle) from 67 °C to 52 °C and 30 s at 72 °C) and 20 cycles with the 52° C annealing temperature. PCR products were digested with the respective restriction enzyme (New England Biolabs, Ipswich, MA, USA) according to manufacturer’s instructions. Bands were visualised on a 2.5 or 4% agarose gel containing 4 × 10^−5^ vol/vol % ethidium bromide.

### RNA extraction and sequencing

Homozygous near isogenic lines (NILs) derived from the (recombinant) DM1 HIF line -e35R harboring either the HID 382 (D) or Morex (M) allele at the QTL position were grown in the greenhouse under long day conditions (16 h, 22 °C day; 8 h, 18 °C night). Shoot apices were staged according to the Waddington scale (Waddington et al. 1983) and apex tissue was collected at stage 5.5 by pooling ten apices from homozygous D or M plants and immediate freezing in liquid nitrogen. RNA was extracted using the Qiagen RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) following the manufacturers protocol and stored at −80 °C after DNase treatment (Ambion, Carlsbad, USA). The quality of the RNA was evaluated before library preparation using a bioanalyzer (Agilent). The Illumina TruSeq libraries were prepared using the manufacture’s protocol (version 2, Illumina). Single end sequencing was performed on the HiSeq 2000 (Illumina^®^) platform. For each library a minimum of 15 million reads were generated by multiplexing eight libraries. The initial quality control of the raw reads was performed using the FastQC software. Reads were trimmed using the Trimmomatic platform, embedded within the trinity pipeline (Grabherr et al. 2011; https://github.com/trinityrnaseq/trinityrnaseq/wiki), using the following default criteria: phred 33, leading and trailing 3, sliding window 4:15 and a minimum read length of 36. Sequence alignments were performed by Bowtie2 (version 2.1.0; http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) using a merged dataset of High Confidence (HC) and Low Confidence (LC) predicted barley genes (The International Barley Genome Sequencing Consortium 2012) as reference. SAMtools (Li et al. 2009, version 1.2; http://www.htslib.org/) was used for BAM format conversion, sorting and indexing and read duplicate removal was conducted using the Picard command-line tool MarkDuplicate (version 1.110; https://broadinstitute.github.io/picard/command-line-overview.html). To correct misalignments, the Genome Analysis ToolKit (GATK, version 3.1) realigner was used with recommended settings. Variants were obtained using the GATK UnifiedGenotyper platform (minimum phred score of 30). Refinement of the variants was performed with the GATK Variant Filtration tool (Fisher Strand values FS >30.0; Qual By Depth values QD <2.0) to reduce false positive SNPs. Resulting SNP calls were kept for further analysis if they passed the filtration step and their read coverage exceeded four reads. Transcripts containing filtered homozygous SNPs were mapped to their respective position along the POPSEQ map of barley with R (The International Barley Genome Sequencing Consortium 2012). For expression analysis, the reads were aligned to the high confidence (HC) and low confidence (LC) gene set as described above and only in this case, the read duplicates were not removed from the BAM file. Raw counts were extracted from the BAM file using Salmon (Patro et al. 2015). Differentially regulated reads were called with a false discovery rate of 0.05 using the R bioconductor package limma-vroom (Ritchie et al. 2015). All RNA sequencing data has been submitted to the GEO database (GSE85338). For phylogenetic studies, the amino acid sequence of candidate MLOC_54434.1 was used as a query string to perform a sequence blast against the NCBI nr database of following organisms: *Hordeum vulgare* (taxid:4513), *Oryza sativa* (taxid:4530), *Brachypodium distachyon* (taxid:15368), *Sorghum bicolor* (taxid:4558*), Arabidopsis thaliana* (taxid:3702). Putative orthologues proteins were identified with a cutoff of *e* value 5*e*−10. The multiple alignment of chosen sequences was performed with CLUSTAL O (1.2.2) and a phylogenetic tree was inferred using the Neighbor-Joining method in MEGA5.

### Effect of awn length on grain filling

Plants of cv. Morex were grown under outdoor conditions. Upon heading, the plants were randomly assigned to three groups of equal size (*n* = 7) and all emerging spikes of these plants were treated as follows (latest 3 days after heading): (1) only the very tips of the awns were removed with scissors (full awn), (2) the awns were cut in half (half awn), or (3) the awns were cut off completely (no awn). This treatment was repeated with every emerging spike until the last spike had emerged. The plants were then allowed to reach full maturity without further disturbance and harvested individually. The cleaned seed (three technical replicates of 5 mL per biological replicate) was measured with the MARVIN Seed Analyser (GTA Sensorik, Neubrandenburg, Germany) to obtain seed width, length and area and thousand grain weight (TGW).

To assess the effect of the differences in awn length observed in the HIFs, seed from homozygous individuals from two mapping families (BM1 and DM1) obtained in the 2012 and 2014 outdoor experiments was cleaned and seed traits were also measured with the MARVIN Seed Analyser.

## Results

### QTL mapping of awn length in the multiparent RIL population

The multiparent RIL population used in this study was constructed from three lines of ssp. *spontaneum* originating from different parts around the Fertile Crescent (Iraq, Turkey and Israel) and one line of ssp. *agriocrithon* from the Tibetan highlands (China) crossed with the cv. Morex. To evaluate if the parents of this population differ in awn length we measured awn length of plants grown under outdoor conditions. The parents of the multiparent mapping population differed from one another in awn length, with HID 4 (Iraq), HID 64 (Turkey) and HID 382 (China) having significantly shorter awns when compared to cv. Morex (USA) and HID 369 (Israel) (Table 1). In the whole mapping population the trait showed a normal distribution ranging from 73.4 to 230.0 mm per RIL, including transgressive segregation in both directions and had a broad sense heritability of *H* ^*2*^ = 0.75 (Figs. 1, 2; Table 1, Online Resource 4). Genotyping with 384 BOPA single-nucleotide polymorphism (SNP) markers resulted in a total of 365 polymorphic markers in the entire population, with about 200–230 polymorphic markers in each of the subpopulations (Online Resource 5). A total of 12 significant QTLs (LOD >3) for awn length were identified using the whole mapping population (Table 2, Online Resource 6). The major QTL for awn length is located at position 133.9 cM on chromosome 7H (−log10(*p*) = 71.2). The allele effects of the four wild barley parents when compared to Morex were determined for each QTL. From each parent, QTL with positive as well as negative effects were identified (Table 2). No interactions between any of the 12 QTL were significant after multiple testing correction and we conclude that the loci act in an additive way.

**Table 1:** Awn length of parental lines and all RILs of the multiparent RIL population

	Parental lines					All RILs		*H* ^2^
	Morex	HID 4	HID 64	HID 369	HID 382	Average	Range	
Awn length (mm)^c^	164 ± 16.8^a^	127 ± 7.6^b^	125 ± 10^b^	166 ± 6.2^a^	132 ± 7.6^b^	150 ± 22.3	73–230.0	0.75

Letters a and b indicate significant differences (*p* ≤ 0.05) between the parental lines, determined with a One-way ANOVA using a Tuckey HSD as post hoc test

^c^Average awn length values mm ± STDEV, for parental lines *n* ≥ 6 awns

**Fig. 1:**
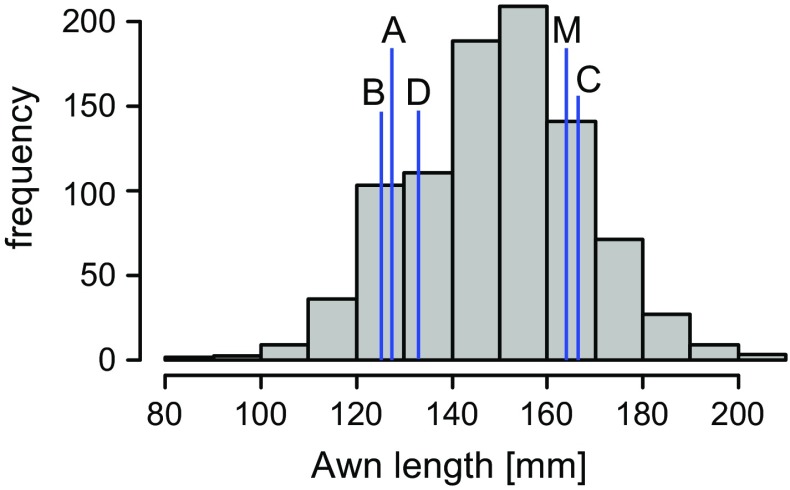
Distributions of awn length in the mapping population. Histograms of average awn length of RILs from the mapping population. The entire mapping population consists of 916 RILs. *Bars* mark averages of parental *lines* (*A* HID 4, *B* HID 64, *C* HID 369, *D* HID 382, *M* morex)

**Fig. 2:**
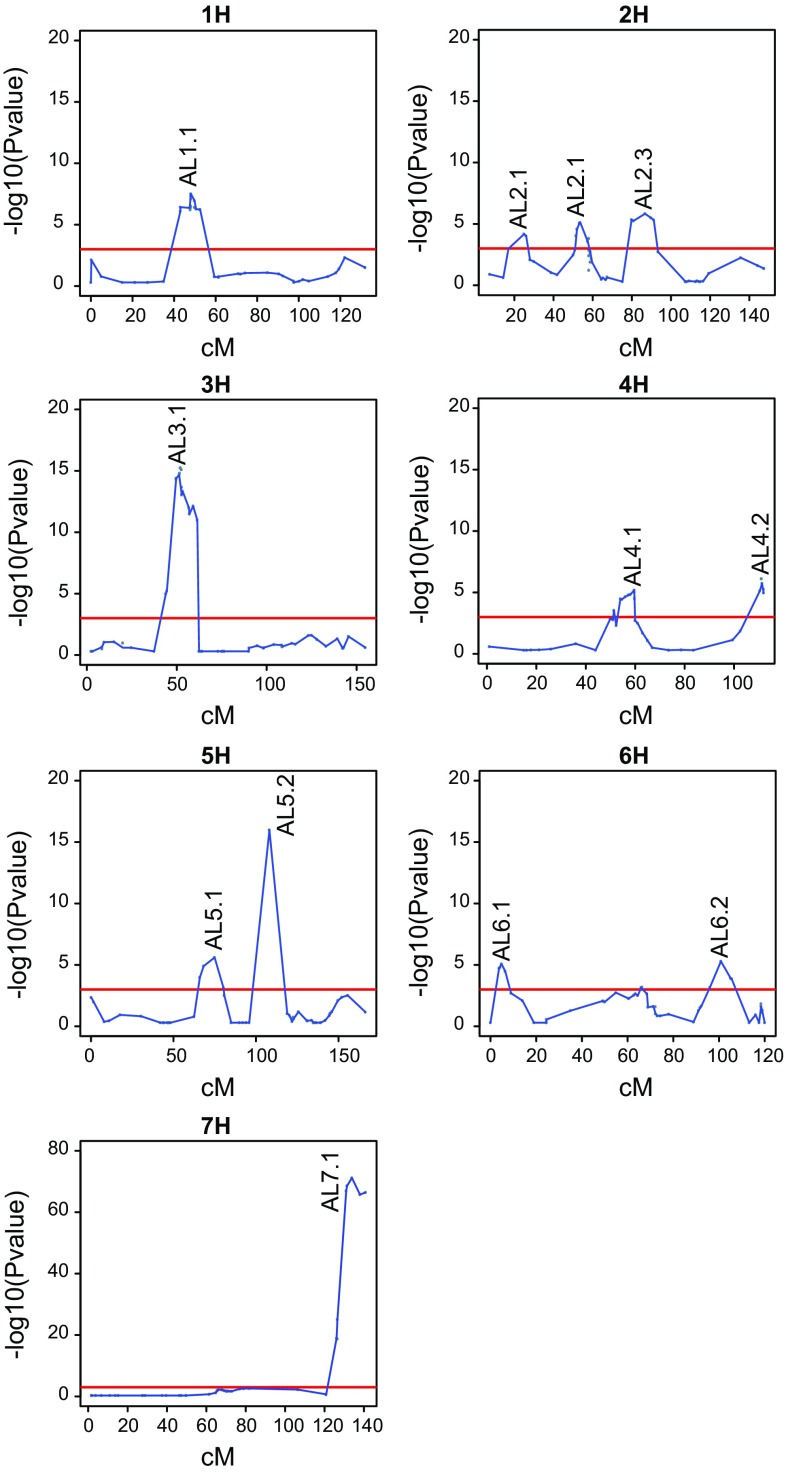
QTL mapping for awn length. Results of multiple-QTL mapping (MQM) of awn length on the multiparent RIL population. *Lines* show *p* values over the seven barley chromosomes. The *horizontal line* indicates the confidence threshold (−log10(*p*) = 3.2)

**Table 2:** Positions of QTLs for awn length on the barley genetic map and their allelic effects (in mm)

QTL	chr^a^	pos^b^	Marker			−log10 (*p*)	Allele effect ± SE^c^			
			Peak	Flanking 1	Flanking 2		HID 4	HID 64	HID 369	HID 382
AL1.1	1H	48.1	2_0798	2_0617	2_0956	7.5	4.0 ± 1.6	6.7 ± 1.2	1.9 ± 1.3	3.9 ± 1.5
AL2.1	2H	25.0	2_1261	1_0180	2_0864	4.2	−3.8 ± 1.6	−3.1 ± 1.4	−4.3 ± 1.6	−4.9 ± 1.6
AL2.2	2H	53.7	1_0325	1_1505	2_0585	5.1	7.5 ± 1.8	−1.1 ± 1.6	−4.4 ± 1.6	2.4 ± 1.6
AL2.3	2H	86.8	1_0214	1_0786	1_1480	5.8	5.0 ± 1.7	0.8 ± 1.7	0.0 ± 5.2	6.8 ± 1.4
AL3.1	3H	52.0	1_0456	1_0081	1_0172	15.2	−6.4 ± 1.7	−5.9 ± 1.5	−10.6 ± 1.5	1.8 ± 1.5
AL4.1	4H	59.6	2_0924	1_1042	1_1224	5.2	2.6 ± 1.6	10.4 ± 2.9	5.1 ± 1.2	0.1 ± 1.6
AL4.2	4H	111.1	1_1066	1_0334	2_0553	6.1	−2.3 ± 1.5	5.1 ± 2.1	−4.0 ± 1.5	4.8 ± 1.2
AL5.1	5H	74.9	2_1150	1_0167	2_0526	5.6	−4.4 ± 2.7	−2.6 ± 2.1	−3.2 ± 1.6	−6.5 ± 1.4
AL5.2	5H	108.1	1_0094	2_0805	2_1203	16.0	9.6 ± 1.8	4.5 ± 1.7	18.5 ± 2.6	8.7 ± 2.1
AL6.1	6H	4.8	2_0882	2_0292	2_0262	5.1	−3.3 ± 1.8	−8.4 ± 1.7	0.0 ± 5.5	1.1 ± 1.6
AL6.2	6H	100.8	2_0036	1_0015	1_0175	5.3	5.6 ± 1.7	5.2 ± 1.3	3.3 ± 3.3	−0.5 ± 1.4
AL7.1	7H	133.9	2_0962	2_1104	End	71.2	−3.5 ± 2.0	−19.0 ± 2.0	−1.0 ± 2.1	−24.7 ± 1.3

^a^Chromosome number

^b^QTL position (cM) of the peak marker

^c^Additive effects (in mm) of the wild barley alleles compared to Morex (±standard error). The positive or negative value indicates that the wild barley allele increases or reduces the trait, respectively

### Fine mapping of the major QTL on 7H

AL7.1 on chromosome arm 7HL was the most significant QTL, therefore, it was selected for fine mapping. The major advantage of heterozygous inbred families (HIFs) is that it enables fine mapping of the QTL while comparing the trait in an otherwise isogenic background (Tuinstra et al. 1997). Two HIFs segregating for cultivated barley (Morex, M) and alleles of the wild barleys HID 4 (A), HID 64 (B) and HID 382 (D) were selected for each allele combination (AM, BM, DM). HID 369 (C) was not included in fine mapping, as it was not significantly different in awn length from Morex (Table 1). The HIFs were fixed for the wild allele of *vrs1* resulting in a 2-rowed spike. The segregating families were grown under outdoor conditions and genotyped with marker 3_1489 located close to the peak of AL7.1. The two families segregating for the AM allele combination did not exhibit significant differences in awn length between the genotypes, which is consistent with the relatively small allele effect of parent HID 4 (Table 2). In all tested families segregating for the B and M, or D and M alleles at 3_1489, the homozygous HIFs differed significantly (*p* ≤ 0.05) in awn length from one another (Fig. 3). In each case, the Morex allele increased awn length compared to the wild barley allele, which was consistent with the allele effect estimated for this QTL (Table 2). In the BM and DM populations the heterozygotes were intermediate to the homozygote genotypes indicating that the two alleles have incomplete dominance (Fig. 3).

**Fig. 3:**
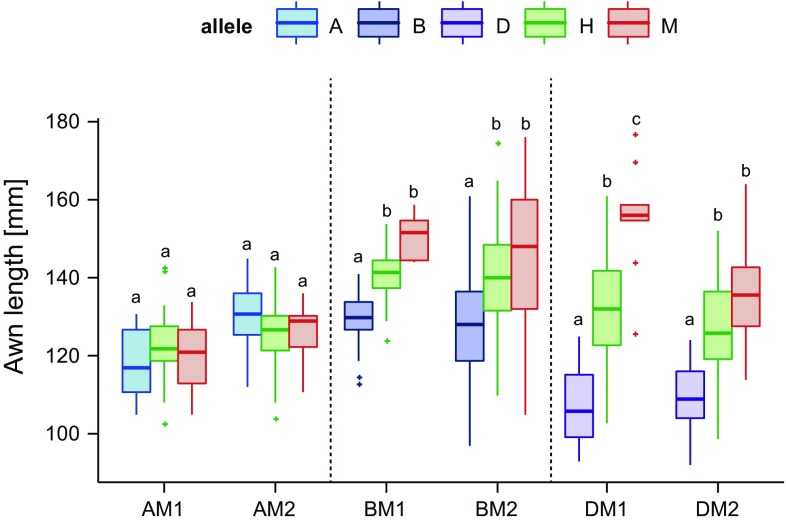
Boxplots of awn length of six HIFs segregating for the QTL on chromosome arm 7HL. For each allele combination (AM, BM, DM) two HIFs were selected that segregate for the cultivated barley (Morex) and alleles of the wild barleys. *A* HID 4, *B* HID 64, *D* HID 382, *M* Morex, *H* heterozygous. Different *small letters* indicate significant differences between genotypes (one-way ANOVA, *p* ≤ 0.05, *n* ≥ 10)

One family from each of the confirmed allele combinations was selected for fine mapping (BM1 and DM1). Both families segregated for the wild barley and Morex alleles according to Mendelian ratios and exhibited recombination events between the flanking markers used (Online Resource 7). Recombinant plants were genotyped with additional markers to determine the recombination breakpoints (Online Resource 8) and the genotype data were used to construct linkage maps of the QTL region for both families (Fig. 4).

**Fig. 4:**
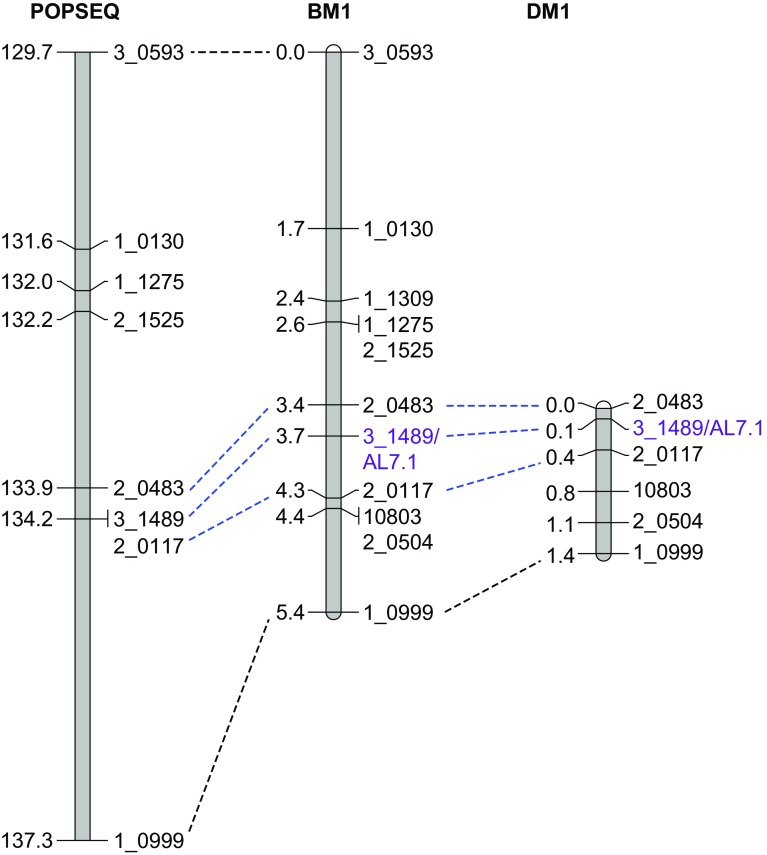
Fine mapping of BM1 and DM1. Mini map derived from the BM1 and DM1 segregating families, and position of the markers on the POPSEQ Map (Ariyadasa et al. 2014) that were used to construct linkage maps of the QTL region in BM1 and DM1. Marker 3_1489 (purple) completely co-segregates with AL7.1. From family BM1, a map between markers 3_0593 and 1_0999 could be reconstructed corresponding to 5.4 cM. Family DM1 segregated only between markers 2_0483 and 1_0999 with a genetic distance of 1.4 cM

All recombinant plants and selected non-recombinant plants were grown to maturity and phenotyped for awn length. The non-recombinant plants exhibited similar differences in awn length as observed in the previous generation (Online Resource 9). The NIL progenies of all recombinants (Online Resource 8) were genotyped for markers between the two markers flanking the QTL region and awn length was measured for all plants allowing a comparison of the effect of Morex, HID 64 (B) and HID 382 (D) for each marker. Similar to earlier mapping experiments awn length inherited in an incomplete dominant manner with the Morex allele increasing awn length compared to the wild barley alleles (Online Resource 10,11 and 12). Fine mapping showed that AL7.1 is located between markers 2_0483 and 2_0117 for population BM1 as well as for DM1 (Fig. 5, Online Resource 8). This reduced the QTL interval to less than 1 cM (observed map distance: 0.9 cm in BM1 and 0.4 cM in DM1, respectively) and did not recombine with marker 3_1489 in all tested individuals.

**Fig. 5:**
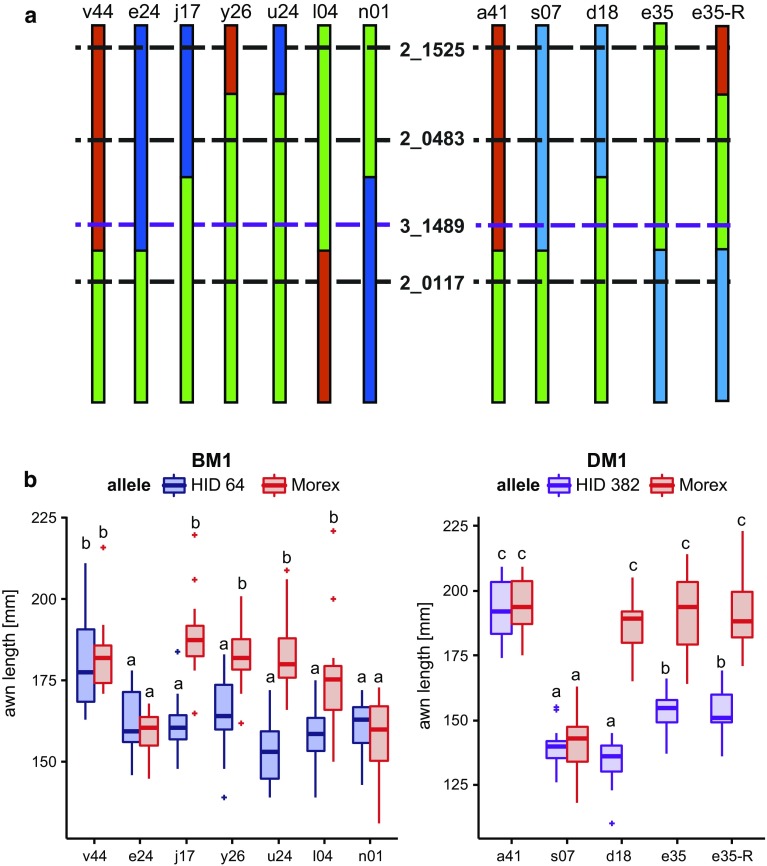
Selection of HIFs used for QTL confirmation. **a** Graphic representation of recombinants used for QTL fine-mapping. *Black horizontal bars* represent positions of tested markers. *Purple dashed line* position of the most significant QTL marker; *black dashed lines* positions of markers just outside the QTL region. Colour code *red* Morex, *blue* wild barley, and *green* heterozygous. (B) Boxplots of awn lengths collected from recombinant homozygous NILs (*B* HID 64, *D* HID 382, *M* morex.). Different *small letters* indicate significant differences between the genotypes (one-way ANOVA, *p* ≤ 0.05, *n* ≥ 6)

Awn length allelic variants are often associated with pleiotropic effects on other traits such as tillering and or plant height. Therefore, tiller number, spike length, plant height and flowering time were measured in the HIFs exhibiting the clearest differences in awn length (BM1, DM1 and DM2). The homozygous HIFs did not exhibit a significant difference in any of these traits (Online Resource 13). To evaluate the novelty of AL7.1 we performed an in silico mapping using markers that were previously associated with awn length genes (Online Resource 14). Two awn length related QTLs are located on 7HL, the SHORT INTERNODES (SHI)-family transcription factor encoded by the *HvLks2* gene, and the brass GATK VariantFiltration tool gene. AL7.1 is located 30 cM distal of *HvLks2*, close to *HvDIM* which maps to 140.3 cM on the POPSEQ map. Neither *HvLks2* nor *HvDIM* are located in between the markers flanking AL7.1. Taken together, we have fine mapped an awn length QTL in the distal region of chromosome arm 7HL that does not map to any previously described awn length locus. In addition, AL7.1 did not exhibit any pleiotropic effect on the other measured traits.

### RNA sequencing of NILs corroborates fine mapping

To verify the fine mapping of AL7.1 we performed RNA sequencing, using next generation sequencing on the homozygous NIL pair derived from the heterozygous recombinant DM1-e35R HIF line. 

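RNA was sequenced from shoot apices of the homozygous NIL pair, with e35RM carrying the Morex allele of AL7.1 and e35RD carrying the wild barley (D) allele. Each line was represented by 4 libraries, and 10 apices at W5.5 were pooled for the RNA. The authors trimmed the single-end reads with Trimmomatic and aligned them with Bowtie2 to the merged high confidence (HC) and low confidence (LC) barley gene set. They removed duplicate reads with Picard, called variants with the GATK UnifiedGenotyper and filtered the sites with GATK VariantFiltration. The table they deposited from this calling lists 140560 sites in 40344 transcripts. For each line it gives a genotype call, the number of reads with each allele, the read depth after removal of duplicates, and a genotype quality. The genotype quality is a phred-scaled score from the caller that ends at 99 and rises by 3 per read where the reads of a line all carry the same allele at full quality. The 4 libraries of a line stand in 1 column, so no value has a replicate error, and the spread between libraries could not be compared with any difference between the lines. Binomial intervals given with the values are 95% Clopper-Pearson intervals and cover counting error only.

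e35RM had a call at 110746 sites, with a median read depth of 10 and a highest read depth of 196. In e35RD, 110751 sites had a call, with the same median and a highest read depth of 195. Read depth summed over all sites was 2050613 in e35RM and 2059680 in e35RD. The table had passed through a spreadsheet program that turned part of the calls into dates and dropped the last zeros of allele depths, and both were restored with the help of the read depth. The restored values were checked on the first 1997 of the 33152 rows of the authors' SNP table (Online Resource 15), which keeps the original notation. Of these, 1980 were found in the deposited table. Calls and read depths were equal at all 1980, and allele depths at 1978 in each line.

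A site was used here when it passed the authors' filter, was a single-nucleotide site and had at least 5 reads in each line. This left 39013 sites. The methods of the paper ask for a read coverage of more than 4 reads without saying that it holds in each line, and the authors' SNP table also has sites that are left out here. A transcript was called polymorphic when, at 1 or more of its sites, a line was homozygous for the reference base and the other line homozygous for another base. Heterozygous calls, at 12.9% of the passing sites with at least 5 reads in e35RM and 12.7% in e35RD, were not used for genotype comparisons.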

RNA was obtained from shoot apical meristem tissue at Waddington stage (W) 5.5 (Waddington et al. 1983), at this time point the stylar canal starts to close and the first awns are emerging. Transcripts exhibiting a SNP when compared to the reference sequence (cv. Morex) were mapped to the barley POPSEQ map. 

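Both lines had a homozygous call at 33188 of the sites used. At 22573 sites, a base other than the reference base was called in at least 1 line. The paper names cv. Morex as the reference, and whether this holds for all transcripts of the gene set was not settled here. These calls were shared by both lines at 22414 sites in 8520 transcripts. A further 57 sites in 54 transcripts were non-reference in e35RM alone, and 102 sites in 64 transcripts in e35RD alone. The remaining 10615 sites, in 4261 transcripts, were homozygous for the reference base in both lines. The table lists them all the same, for a reason that the columns of the NILs do not show. The number of sites with a non-reference base in at least 1 line moved most with a genotype quality of at least 60 required in each line, which left 12085 sites.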

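The 11542 transcripts with a homozygous call in both lines were divided by the alleles at their sites. A non-reference base in at least 1 line was found in 8607 transcripts, and 2935 transcripts had reference bases alone. Of the former, 1326 also had sites with the reference base in both lines. Transcripts with an MLOC identifier made up 7108 of the total, and 4712 of them had a non-reference base. Among the 4434 transcripts with an AK identifier, from the full-length cDNA part of the gene set, 3895 had one. A transcript without any site in the table could not be assigned to either group, and the number with reference bases alone depends on why the table lists such sites. Calls of a Morex sample, which the table also holds, were not used.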

A total of 1295 genes can be assigned to derive from the introgressed wild barleys, while 3445 genes show the Morex allele. 

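Transcripts with reference bases alone made up 25.4% of those with a homozygous call in both lines (95% Clopper-Pearson interval 24.6 to 26.2%). This share was 33.7% among MLOC transcripts (32.6 to 34.8%) and 12.2% among AK transcripts (11.2 to 13.2%). The denominator holds only transcripts with a listed site, not all expressed transcripts. Of the alternative filters tried, the inclusion of sites that failed the authors' filter moved the share most, to 28.3%.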

The number of Morex alleles accounts for 72%, reflecting the expected value of 75% of the Morex genome in the HIF progenies. Direct comparison of the SNPs between the DM1- e35R NILs confirmed the position of the segregating region on chromosome arm 7HL, as well as the introgression pattern derived from the initial genotyping data (Fig. 6).

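Between the NILs, 159 sites were polymorphic. The fine-mapped interval was set with markers and awn length and not with these libraries. It held 43 of the polymorphic sites in 12 transcripts, and e35RD carried the non-reference base at all 43. The lines were chosen to carry opposite alleles at the QTL, so differences in this interval were set by the design. In this interval the median of the lower read depth of the 2 lines was 24 and the median of the lower genotype quality was 69. The share of reads with the non-reference base differed between the lines by a median of 100 percentage points. Outside the listed genes of the 2.2 cM segregating region, 107 sites in 102 transcripts were called polymorphic. There the lower read depth had a median of 6, the lower genotype quality a median of 3, and the allele share a median difference of 40 percentage points.

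Of the 14 fine-mapped transcripts with a homozygous call in both lines, 12 were polymorphic (85.7%, 57.2 to 98.2%), against 105 of 11528 transcripts not listed there (0.911%). The odds ratio was 653 (p = 5.9e-23, two-sided Fisher's exact test; 8.9e-23 after Benjamini-Hochberg adjustment over 3 such tests). The transcript was the unit of the test because sites within a transcript are linked. The listed positions of the interval span 0.283 cM, so its transcripts are linked as well. The p-value and the interval of the share treat them as independent, which they are not. The test thus describes the calls and is not independent evidence. The number of polymorphic transcripts in all places fell most, to 11, with a genotype quality of at least 60 in each line and rose most, to 997, when 1 read in each line was enough. The difference in shares between the fine-mapped interval and elsewhere was 84.8 percentage points, and 88.8 and 69.0 points under these settings. It moved most, to 65.8 points, with sites in place of transcripts as the unit.

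Allele depths were also compared without the genotype calls, with a two-sided Fisher's exact test at each site with at least 5 reads in each line and Benjamini-Hochberg adjustment over all of them. At 50 sites in 16 transcripts the adjusted p was below 0.05, the non-reference share was at most 0.1 in a line and it was at least 0.9 in the other. The segregating region held 46 of these sites in 13 transcripts, and the fine-mapped interval 38 in 11 transcripts. The other 4 sites lay in AK358955, MLOC_43186.1 and MLOC_38925.1. At 49 of the 50 sites e35RD carried the non-reference base. At 1 further site, in AK250222.1, the adjusted p was 2.5e-05 but the shares did not reach these limits. From the direct comparison of the SNPs, the paper concludes that the segregating region lies on chromosome arm 7HL and that the introgression pattern is that of the initial genotyping (Fig. 6).

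**Figure D1:**
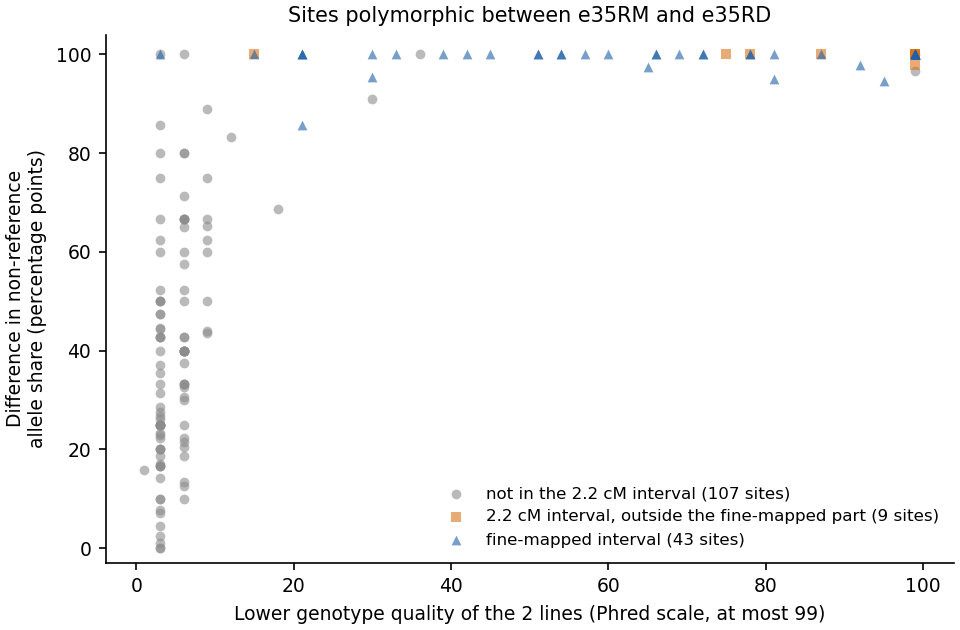
Each point is a polymorphic site, with the lower genotype quality of the 2 lines (Phred scale) on the x axis and the difference between the lines in the share of reads with the non-reference base (percentage points) on the y axis. All 43 sites of the fine-mapped interval (triangles) and all 9 sites of the rest of the segregating region (squares) differ by at least 80 points, against 12 of the 107 sites elsewhere (circles).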

**Fig. 6:**
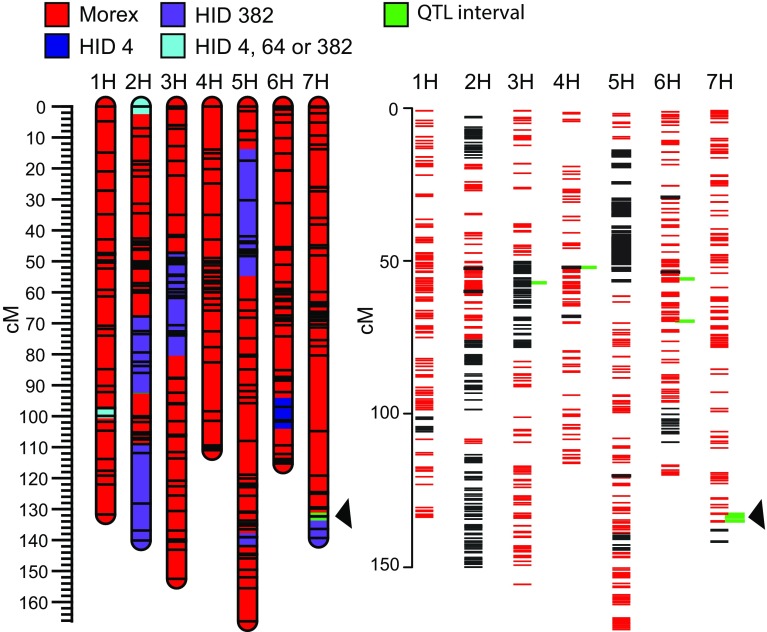
Comparison between the DM1-e35R NILs. The major QTL on 7HL associating with awn length is marked with an *arrow head*. *Left panel* shows the introgressions of the wild barley into the cv. Morex. *Right panel* shows expressed variants between wild HID *lines* (*black*) and Morex (*red*). *Green bars* indicate the variants polymorphic between the two DM1-e35R NILs, homozygous for, respectively, the Morex and HID382 (D) allele

RNA sequencing can also be used to narrow down the number of candidate genes, which comprise differentially regulated genes, as well as transcripts with nonsynonymous SNPs. The segregating region on chromosome 7HL identified with RNA sequencing spans an interval of 2.2 cM (132.01–134.21 cM) according to the POPSEQ map (Online resource 15). This interval contains 123 genes (43 HC and 80 LC genes). 

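The list of genes in this region (Online Resource 15) runs from 132.011 to 134.207 cM on chromosome 7H. Under the filters used here, 52 polymorphic sites fell in its transcripts, and e35RD was non-reference at every one of them. The first and last of these transcripts were placed at 132.011 cM, where MLOC_13716.1 had 2 polymorphic sites, and at 134.207 cM. Of the 25 listed transcripts with a homozygous call in both lines, 15 were polymorphic (60%, 38.7 to 78.9%), against 102 of 11517 that are not in the list (0.886%; p = 1.5e-24, two-sided Fisher's exact test; 4.4e-24 after adjustment). The paper delimited the region on the same libraries, so this test describes the call and is not independent evidence. In the part outside the fine-mapped interval, 3 of 11 transcripts were polymorphic (27.3%, 6.02 to 61.0%, p = 0.00016 from Fisher's exact test, before and after adjustment). The same limit holds for this part.

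**Figure D2:**
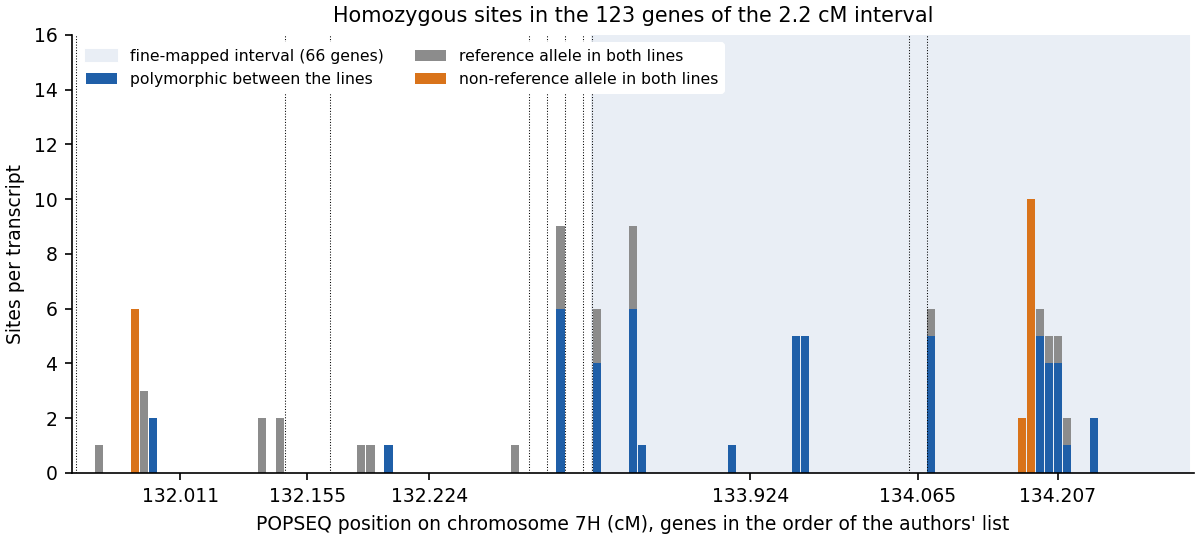
Number of homozygous sites in each of the 123 listed genes of the segregating region, in the order of the authors' list, with POPSEQ positions in cM on the x axis and dotted lines where the position changes. Blue bars are sites polymorphic between e35RM and e35RD, grey bars sites with the reference base in both lines and orange bars sites with the non-reference base in both lines; the shaded part is the fine-mapped interval.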

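The deposited table lists sites in 64 of the 123 genes, 31 of them HC and 33 LC. At least 5 reads in a line at a passing single-nucleotide site were found for 33 genes (20 HC and 13 LC). A homozygous call in both lines was obtained for 25 genes (16 HC and 9 LC), and the 15 polymorphic transcripts comprised 11 HC and 4 LC genes. A gene without a listed site may be expressed without a variant or not expressed, and the table cannot tell these apart.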

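The gene list of Online Resource 15 was divided at marker 2_0483, which lies in AK249008.1 at 133.924 cM, and at marker 2_0117. In the fine-mapped part, both lines had homozygous calls at 65 sites in 14 transcripts. Of these sites, 10 had the reference base in both lines, 12 had the non-reference base in both lines and the others were polymorphic. Those with the non-reference base in both lines lay in MLOC_69623.1, with 10 sites, and the LC gene MLOC_69624.1, with 2 sites. In the rest of the 2.2 cM interval, 29 sites in 11 transcripts had homozygous calls in both lines. Here 9 sites were polymorphic, 14 had the reference base in both lines and 6, all in AK356405 at 132.011 cM, had the non-reference base in both lines. In this part 7 transcripts had reference bases alone, and in the fine-mapped part there were none.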

The 0.9 cM interval identified through fine mapping is completely located within this 2.2 cM interval and contains 66 genes (26 HC, 40 LC). 

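In the fine-mapped interval the table lists sites in 36 genes, and 19 genes (13 HC and 6 LC) had a passing single-nucleotide site with at least 5 reads in a line. With at least 5 reads and a homozygous call in each line, 9 HC and 3 LC transcripts were polymorphic. AK374634 had 6 polymorphic sites. With 5 sites each followed AK367995, MLOC_62049.1, MLOC_62051.5 and MLOC_75309.1. A further 4 sites were found in each of MLOC_75307.1, MLOC_75308.3 and AK249008.1, and 2 in MLOC_38856.2. At AK367995, 27 to 61 reads of e35RM carried the reference base and 39 to 55 reads of e35RD the other base. These numbers were 49 to 61 and 39 to 53 at MLOC_38856.2, 45 to 60 and 36 to 56 at MLOC_62049.1, and 6 to 15 and 5 to 19 at MLOC_62051.5. A single polymorphic site was found in MLOC_181.1 (44 reference reads in e35RM and 40 non-reference reads in e35RD), MLOC_5831.1 (20 and 15 reads) and MLOC_54339.1 (7 and 9 reads). The gene list used here places AK374634, MLOC_62049.1, MLOC_62051.5 and MLOC_72272.1 between the flanking markers, and the authors' SNP table places them outside. MLOC_72272.1 had no polymorphic site under the filters used here.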

Within this interval, transcripts were detected for 19 out of the 66 genes and only eight transcripts exhibited polymorphisms between the DM1-e35R NILs (Online resource 15). Analysis of transcripts with no assigned position according to the POPSEQ map revealed three additional genes containing polymorphisms. 

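AK358955, annotated as a putative bromodomain-containing protein, had 2 polymorphic sites under the filters used here. Positions count from 1 at the 5′ end of the transcript. At T984C, 58 reads of e35RM carried the reference base and 55 reads of e35RD the other base (adjusted p = 8.7e-30, Fisher's exact test on the allele depths). At C1269T, 72 reads of e35RM carried the reference base, and e35RD had 58 reads with the other base and 2 with the reference base (adjusted p = 2.4e-31, Fisher's exact test). The 3 sites listed for MLOC_50584.1 failed the authors' filter for clusters of SNPs. At G211T both lines were non-reference, and at G217T e35RM had 11 of 12 reads with the reference base and e35RD 11 of 12 with the other base, at a genotype quality of 12. At G221T the direction was the opposite, with 7 non-reference reads and 1 reference read in e35RM at a genotype quality of 3, and 1 and 10 such reads in e35RD. In MLOC_75306.1 the sites T14C, C15T and C16G failed the same filter and had genotype qualities of at most 6. When sites that failed the authors' filter were included, polymorphic sites were called in all 3 transcripts.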

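Read depth at variant sites was used as a measure of transcript abundance. It was taken after removal of duplicates and pooled over the libraries of a line, and sites without a call were counted as 0 reads. A protein kinase-3 gene, MLOC_72272.1, lies at 133.924 cM and a zinc finger protein 3 gene, MLOC_54434.1, at 134.207 cM. At 13 sites of MLOC_72272.1 with at least 5 reads in a line, mean read depth was 0.923 in e35RM (0 to 2 reads) and 42.7 in e35RD (8 to 60 reads). The log2 ratio of e35RM over e35RD was −5.53. At the deepest site of this transcript, 1 read came from e35RM and 60 from e35RD, a share of 1.64% for e35RM (0.0415 to 8.80%), which corresponds to a log2 ratio from −11.23 to −3.37. At 6 sites of MLOC_54434.1, mean read depth was 0.833 in e35RM (0 to 2 reads) and 23.5 in e35RD (6 to 43 reads), a log2 ratio of −4.82. Its deepest site had 2 reads from e35RM and 43 from e35RD, or 4.44% (0.543 to 15.1%), which corresponds to −7.52 to −2.49. The value that moved most was the median of the ratios per site with 1 read added to each depth, which gave −4.36 and −3.67.

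Among the 15399 transcripts with reads in both lines, no ratio was lower than that of MLOC_72272.1, and 1 was lower than that of MLOC_54434.1. A further 235 transcripts had no read in e35RM and 238 none in e35RD. For 7446 transcripts with a mean depth of at least 20 reads in a line, the median log2 ratio was −0.01 and 95% lay between −0.41 and 0.39. Apart from these 2 genes, ratios in this group ranged from −1.53 to 1.77, with 9 transcripts without a read in e35RM and 5 without a read in e35RD. The spread between libraries could not be estimated, so no test of differential expression was made. The paper's expression values come from a different quantification, Salmon counts with duplicates kept, compared with limma-voom over the libraries of each line. For e35RM against e35RD, the paper's reported log2 fold change is 7.72 for MLOC_72272.1 (limma-voom, adjusted p = 1.6e-09) and 5.60 for MLOC_54434.1 (limma-voom, adjusted p = 4.8e-05). Both have the opposite sign to the depth ratios. Over 13 other listed transcripts the measures had a Spearman correlation of −0.885, with opposite signs in 9 and equal signs in 3. An exchange of line labels in the paper's expression values is a candidate explanation and is not established.

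**Figure D3:**
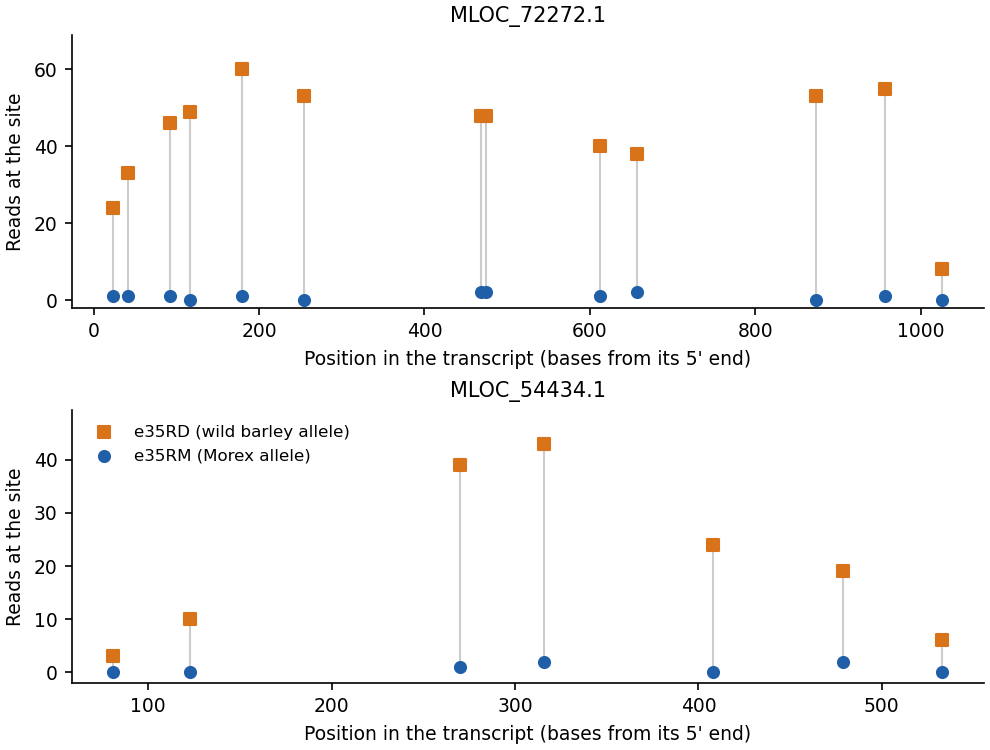
Reads covering each site of MLOC_72272.1 and MLOC_54434.1 in e35RM (circles) and e35RD (squares), against the position in the transcript in bases. No site has more than 2 reads in e35RM.

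**Figure D4:**
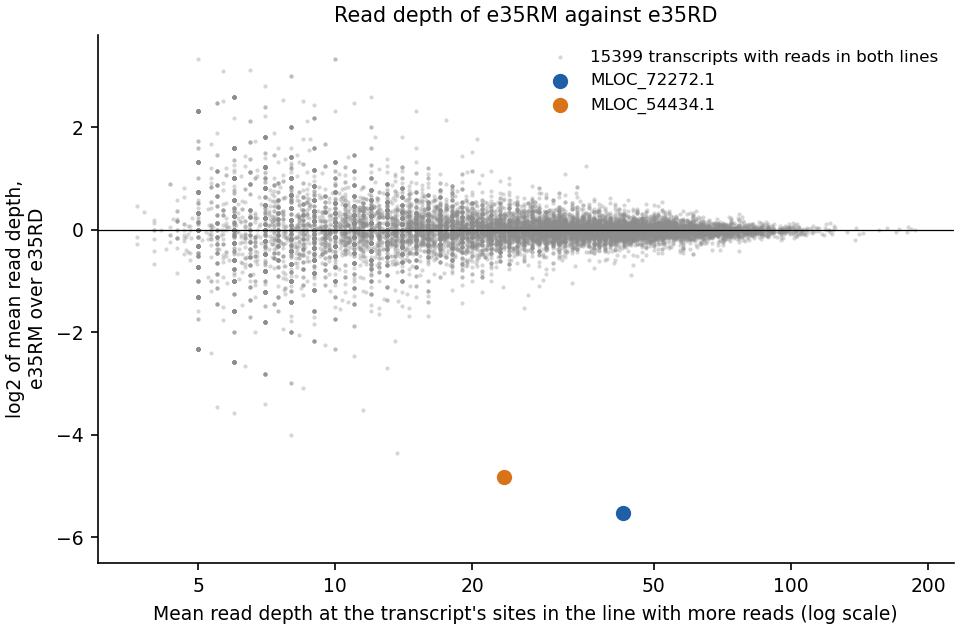
Log2 ratio of mean read depth, e35RM over e35RD, against the mean read depth in the line with more reads (log scale), for the 15399 transcripts with reads in both lines. MLOC_72272.1 (blue) lies at −5.53 and MLOC_54434.1 (orange) at −4.82.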

Expression analysis performed on the DM1-e35R NILs indicated that two genes (MLOC_72272.1 and MLOC_54434.1), both located within the introgression, were differentially regulated between the DM1-e35R NILs (adjusted *p* value ≤0.05) (Online resource 15). The low number of differentially regulated genes identified between the two NILs may be caused by the high variation observed between the individual biological replicates (Online resource 16).

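The deposited table lists 11 sites in MLOC_54434.1, of which 7 passed the authors' filter. At all 7, e35RD was homozygous for a base other than the Morex reference. With positions counted from 1 at the 5′ end of the transcript, the changes were A81G, A123G, T270G, A316G, G408C, T479A and G533C. Between 3 and 43 reads of e35RD carried the non-reference base at these sites. In e35RM only T270G (1 read), A316G (2 reads) and T479A (2 reads) had a call, and all of these reads had the reference base. No site of the transcript therefore had 5 reads in each line, and it was called polymorphic only when 1 read in each line was enough. According to the authors' table (Online Resource 15), A316G, T479A and G533C change the amino acid and the other 4 changes are synonymous.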

Because MLOC_54434.1, encoding a zinc finger protein 3, also revealed a polymorphism in the variant calling, we performed Sanger sequencing of MLOC_54434.1 in the BM1 and DM1 NILs. The NILs that exhibited a reduced awn length contained an AG insertion at position 37. This insertion causes a frameshift in the protein sequence and introduces a premature stop codon. The marker developed based on the detected variant in MLOC_54434.1, which is located at 134.21 cM in the POPSEQ map, co-segregated with the phenotype of the recombinant homozygous NILs from the two mapping populations BM1 and DM1 (Online resource 15). Assuming that the causative gene is expressed in the selected developmental stage, we consider this zinc-finger TF as prime candidate gene for the awn length phenotype. Phylogenetic analysis revealed no homology with known zinc-finger domain containing awn length genes *HvLks2* and *OsDL* (Online resource 17). Taken together, RNA sequencing of the NILs improved the fine-mapping and significantly reduced the number of candidate genes.

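The authors' table of SNPs in the QTL region (Online Resource 15) lists 72 sites in 17 transcripts. All 72 were found in the deposited calls, and 62 of them had opposite homozygous calls in the NILs. With the filters used here, 50 sites in 13 transcripts were polymorphic. By the authors' annotation 34 of the 72 sites are non-synonymous, and 24 of these were polymorphic under the same filters. Of the 33 sites that the authors place within the flanking markers, 24 were polymorphic, in 7 of 8 transcripts. Of the 33 sites they place outside the flanking markers, 24 were polymorphic, in 5 of 6 transcripts. In transcripts without a map position, 2 of 6 sites were.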

### Awns significantly contribute to grain filling

To study the contribution of awns to grain filling under our experimental conditions, we studied the effect of awn removal on seed width, length and weight. Plants of cv. Morex were grown under outdoor conditions and when spikes of these plants emerged the awns were removed. Three groups were made: in the first group, awns were completely removed (no awn), in the second group the awns were cut in half (half awn) and in the third group awns were only cropped at the very tips (full awn) to account for effects by wounding. As an additional control, the thousand grain weight (TGW) and seed width of Morex free from physical injury were also included. Average width of seeds and TGW obtained from Morex spikes with no awn was significantly reduced to, respectively 95.3 and 83.9% when compared to the control (Table 3). These experiments confirm that awn length indeed influences grain filling in barley.

**Table 3:** Average seed width and thousand grain weight measured for plants of cv. Morex or homozygous NILs

Genotype	Awn length (mm)		Seed width (mm)		(g)		Growing season
	Avg^b^ ± SD^c^	%^4^	Avg^b^ ± SD^c^	%^d^	Avg^b^ ± SD^c^	%^d^	
Morex	Control	n.d.	3.6 ± 0.08	100^a^	49 ± 3.2	100^a^	2014
Morex	*Full awn*	[100]	3.6 ± 0.10	101.0^a^	50 ± 2.6	102.3^a^	2014
Morex	*Half awn*	[50]	3.5 ± 0.08	99.3^a^	47 ± 2.2	93.6^ab^	2014
Morex	*No awn*	[0]	3.4 ± 0.10	95.3^b^	41 ± 3.4	83.^c^	2014
BM1 M	151 ± 6	100^a^	3.5 ± 0.05	100^a^	50 ± 1.5	100^a^	2012
BM1 B	130 ± 7	86.1^b^	3.5 ± 0.07	98.0^a^	49 ± 2.1	99.2^a^	2012
DM1 M	156 ± 15	100^a^	3.6 ± 0.04	100^a^	48 ± 0.6	100^a^	2012
DM1 D	107 ± 10	68.6^b^	3.5 ± 0.05	97.2^a^	46 ± 2.0	96.8^a^	2012
BM1-j17 M	189 ± 12	100^a^	3.6 ± 0.12	100^a^	53 ± 5.3	100^a^	2014
BM1-j17 B	161 ± 8	85.9^b^	3.6 ± 0.08	99.4^a^	52 ± 3.3	99.7^a^	2014
DM1-d18 M	188 ± 11	100^a^	3.6 ± 0.05	100^a^	47 ± 1.3	100^a^	2014
DM1-d18 D	134 ± 8	71.3^b^	3.5 ± 0.08	97.2^b^	46 ± 3.5	97.7^a^	2014

^a^Thousand grain weight

^b^Average of biological replicates (*n* ≥ 7)

^c^Standard deviation

^d^Percentage compared to control (=100). Different small letters indicate significant differences between genotypes (one-way ANOVA, *p* ≤ 0.05)

Since this experiment involved a very severe reduction in awn length, we investigated whether the rather moderate changes in awn length observed in our mapping populations also significantly affected grain filling. For this, seeds from homozygous NILs from the mapping populations BM1 and DM1 grown under outdoors conditions in two growing seasons (2012 and 2014) were tested. In both growing seasons, these NILs exhibited significant differences in awn length compared to each other, the B and D allele reduced awn length compared to the M allele to approximately 86 and 70%, respectively. In the DM1 population, a significant reduction in seed width to 97.2% was observed only in the 2014 growing season (Table 3), but no significant differences were found for TGW. The BM1 population exhibited no significant reductions in seed width and TGW.

## Discussion

Although the importance of awn length for grain yield is widely recognised (Bort et al. 1994; Grundbacher 1963; Scharen et al. 1983), little is known about the genes involved in this trait. In this work we used a multiparent mapping population, consisting of six subpopulations to identify awn-length related QTLs. We observed significant variation in awn length, including transgressive segregation in both directions, which argues for the presence of both positive and negative alleles in the parents and/or interactions between loci. Awn length distribution did not differ significantly from normality in the six individual subpopulations, suggesting the involvement of multiple loci. The relatively high broad sense heritability of the trait (*H* ^2^ = 0.75) was in accordance with previous findings that awn length is a highly heritable trait (Taheri et al. 2011).

Most QTL studies in crops have been conducted in bi-parental populations. However, this approach is limited as the small number of parental lines represent only a small portion of the genetic diversity for the trait of interest. Multiparent mapping populations are more genetically diverse than bi-parental populations and allow to screen for effects of multiple alleles per locus. The high genetic diversity combined with increased levels of recombination due to intercrossing increase the resolution and precision of the QTL detection (Cavanagh et al. 2008; Pascuala et al. 2016). To date, only a few multiparent mapping populations using mainly elite cultivars, have been described in wheat and barley (Huang et al. 2012; Mackay et al. 2014; Sannemann et al. 2015). These studies use, respectively, four (Huang et al. 2012) and eight (Mackay et al. 2014; Sannemann et al. 2015) different parental lines as founders for the multiparent mapping population. In our study, we used a multiparent mapping population based on five parental lines; three wild barley genotypes from the eastern and western Fertile Crescent; one barley genotype from the Tibetan highlands in China; and the cultivar Morex. The wild barley parents were selected to maximise genetic diversity in the mapping population. All wild barley lines were crossed with Morex after which one round of backcrossing to the elite parent Morex was used to reduce the proportion of unfavourable wild alleles. As such this intercross population represents a valuable resource for QTL detection, gene identification and as pre-breeding material. Due to the crossing and backcrossing with Morex, on average 75% of the genome of the RILs originate from the recurrent parent Morex. Such asymmetric population structure is not optimal to construct a linkage map as recombination events cannot be observed in large parts of the genome. We, therefore, used the readily available POPSEQ map, which is supported by the genome assembly, as basis for the QTL mapping. We were able to detect 12 significant awn length QTLs from which AL1.1, AL3.1, AL4.1 and AL5.1 co-localise with regions of previously described short awn (*lks*) or *breviaristatum* (*ari*) loci, which are known to exhibit awn length phenotypes (Franckowiak and Lundqvist 2012; Druka et al. 2011). In addition, Morex is a smooth awned barley variety carrying the smooth awn 1 (*raw1*) gene which is located close to AL5.2. To our knowledge, none of the other awn length QTLs including AL7.1, which has the largest effect on awn length, map to previously described loci. The phenotypic variation in both wild and cultivated species suggests that the trait has not been under stringent selection during domestication (Abbo et al. 2014). Three out of four wild barley alleles reduced awn length when compared to Morex, while all accessions carry QTL that have positive as well as negative contribution, explaining the observed transgression.

To refine the mapping of AL7.1 we performed RNA sequencing of two near isogenic lines differing only in the QTL region for HID 382 (DM1-e35). 

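Outside the genes listed for the 2.2 cM region, the NILs had opposite homozygous calls at a single site in 97 transcripts and at 2 sites in 5. Non-reference bases were called in e35RD at 50 of these sites and in e35RM at 57, and 38 of the sites lay within the first 10 bases of the transcript. A difference in allele share of at least 80 percentage points between the lines was seen at 12 sites. With a genotype quality of at least 20 required in each line, AK358955, MLOC_43186.1 and MLOC_38925.1 were left. At MLOC_43186.1 T82C, counted from 1 at the 5′ end of the transcript, all 32 reads of e35RM carried the reference base and all 15 reads of e35RD the other base (adjusted p = 1.2e-09, Fisher's exact test). Both lines had heterozygous calls at positions 8 and 10 of this transcript, where the sites failed the authors' filter for clusters of SNPs. At MLOC_38925.1 G156A, 10 reads of e35RM carried the non-reference base and 1 the reference base, and all 12 reads of e35RD carried the reference base (adjusted p = 0.0074, Fisher's exact test). Besides AK358955, 4 transcripts had 2 polymorphic sites. These were MLOC_70283.1, MLOC_80514.1, MLOC_17505.1 and MLOC_62931.1, with genotype qualities of at most 12. The authors' SNP table places MLOC_17505.1 on chromosome 3H, at 56.4 cM. The next 5 by read depth, with 1 site each, were MLOC_27436.1, AK355800, MLOC_43186.1, MLOC_33668.1 and MLOC_46274.1.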

Using this approach, we were able to precisely map the position of the introgression on chromosome arm 7HL. No variants were observed in *HvLks2* or *HvDIM*, where both are located outside of the introgression. In addition, no direct orthologues of known awn-length related genes were identified within the QTL region. Awn length related genes in rice identified so far include: the zinc finger *DROOPING LEAF* (*OsDL*); the auxin response factor *ETTIN2* (*OsETT2*); *awn*-*1* (*an*-*1*) and *an*-*2* which encode, respectively a basic helix-loop-helix protein and the *LONELY GUY LIKE PROTEIN 6* (*OsLOGL6*), which catalyses the final step of cytokinin synthesis; and *LONG AND BARBED AWN1* (*OsLABA1*), which encodes a cytokinin-activating enzyme (Luo et al. 2013; Toriba and Hirano 2014; Gu et al. 2015, Hua et al. 2015). Selection of the candidate genes was done based on the variant calling and expression analysis of the RNA sequencing. At the selected developmental stages (W5.5) a relatively low number of differentially regulated genes were identified in the expression analysis. This can be due to the selected tissue type (entire apex including floral primordia) and/or the relatively early stage of development of the awn. 

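Short insertions and deletions that passed the filter and had opposite homozygous calls in the NILs were found at 10 sites in 10 transcripts. Of these, 5 lay in listed genes of the 2.2 cM interval, in MLOC_62049.1, MLOC_62051.5, AK374634, AK249008.1 and MLOC_38856.2. At least 5 reads in each line were reached at 5 of the 10 sites. A length of 2 bases was called in MLOC_32809.1 and MLOC_36563.1, with 1 to 3 reads in each line, and neither gene is in the list. These were chosen for mention after their values were seen. Among the sites listed for MLOC_54434.1 none is an insertion or deletion. Its first listed site is T54C, counted from 1 at the 5′ end of the transcript, with 1 read in e35RD and none in e35RM. The table gives no read depth upstream of it.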

In the variant calling, only MLOC_54434.1, which encodes for a zinc finger (ZF) protein 3 gene, contained a small deletion of 2 nucleotides and co-segregated with the phenotypes of NILs derived from the HIFs DM1 and BM1. Taken together, this MLOC_54434.1 appears to be a promising candidate gene for this major awn length QTL. Noteworthy, two awn length related genes *Lks2* and *DL* also contain a zinc-finger domain (Yuo et al. 2012; Toriba and Hirano 2014). However, phylogenetic analysis indicates that there is no strong homology with MLOC_54434.1 and these previously described awn length related genes.

Previous studies have shown that the photosynthetic activity of the spike in general and the awn in particular are important for grain filling in barley (Abebe et al. 2009; Bort et al. 1994; Scharen et al. 1983; Xue et al. 1997). We have shown that de-awning Morex plants shortly after heading resulted in a significant reduction in seed width and TGW, suggesting that awn length significantly contributes to grain yield. Only a subtle non-significant effect on seed width and TGW was observed DM1 and BM1 NILs. On one hand, this could be due to the rather moderate reduction in awn length in these lines when compared to de-awning of Morex. On the other hand, variation in awn length and correlated differences in net photosynthetic rate of the spike might only become more apparent in stress prone environments with water limitation, high air temperatures, leaf diseases, and other causes of premature leaf senescence (Martin et al. 1993).

Several natural mutant alleles of *lks2* are present in the East Asian barley gene pool (Yuo et al. 2012). Long awns might be seen as hindrance in harvest or storage by the farmer (Yuo et al. 2012). In modern cultivars, the presence of a long awn reduces the value of the barley straw used for feed (Takahashi 1955). However, Morex is known as a smooth-awn malting variety derived from Manchurian barley imported in the early 1920s from Northeast Asia. Morex was characterised by longer awns than three out of the four selected donor barley genotypes. Accordingly, the AL7.1 allele from Morex strongly increased awn length and represents a previously uncharacterised QTL. However, under favourable conditions, only moderate effects on grain size were observed for this QTL.

Taken together, these data exemplify how a multiparent mapping population in barley consisting of wild accessions backcrossed into a commonly used cultivar increased the genetic diversity. Eventually, such approaches may be employed as tool to introduce novel and beneficial traits into the elite barley germplasm.

### **Author contribution statement**

CL, WvE and MK planned the experiments. CL performed experiments and awn length measurements. SE contributed to the development of the mapping population. MM and PH performed SNP data analysis. MB performed QTL analysis. CL, WvE, AW, MvK and MK wrote the manuscript. WvE and AW analysed the RNAseq data. All authors read and approved the final manuscript.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (XLSX 13 kb)

Supplementary material 2 (XLSX 7208 kb)

Supplementary material 3 (XLSX 11 kb)

Supplementary material 4 (XLSX 1141 kb)

Supplementary material 5 (XLSX 27 kb)

Supplementary material 6 (PDF 4162 kb)

How the deposited data were processed for this re-analysis (not part of the article)

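RNA from shoot apices of the NILs e35RM and e35RD was sequenced by the authors in 4 libraries per line, 8 in all. Plants were grown in 16 h days at 22 °C and 8 h nights at 18 °C, and 10 apices were pooled at W5.5. The authors aligned the trimmed single-end reads to the merged HC and LC barley gene set, removed duplicates, called variants with the GATK UnifiedGenotyper and deposited 1 table of sites. Read depth in this table is a count of reads per site and line, without normalization by the authors. Allele depths are counts of reads with each allele. Genotype quality is a phred-scaled score given by the authors' caller, from 0 to 99. The table also has 5 columns of a Morex sample that does not belong to the libraries of the NILs, and these were not used.

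Of 140560 sites, 66886 had passed the authors' filter. A filter for clusters of SNPs, which the methods of the paper do not name, had been failed by 40336 sites, and 30171 sites had low quality. There were 137725 single-nucleotide sites and 2835 insertions or deletions, and 575 sites had several other alleles. Calls written as dates by a spreadsheet program (58250 in e35RM and 58425 in e35RD) were turned back into genotypes. An allele depth that had lost its last zeros was given as many zeros as brought the sum of the allele depths closest to the read depth. The decoding was checked against the authors' SNP table, of which the first 1997 of 33152 rows were at hand, and tested on simulated data. On 38937 simulated sites, 200 of them with different alleles in the lines, all allele depths were decoded exactly. Simulated allele depths summed to the read depth by construction, which eases decoding. Real sums can be lower, as at MLOC_27436.1 A120T in e35RM, with 4 and 36 reads at a read depth of 51. The allele depth test called 88.5% of the changed sites, 100% of those with at least 10 reads in each line, and 0 unchanged sites. No mixed or paralogous reads were simulated, so this gives no rate of false calls for the real sites.

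Mean read depth at called sites was 18.5 in e35RM and 18.6 in e35RD, and 29814 and 29809 sites had no call. The libraries of a line were pooled by the authors before calling, so no replicate error, no test across replicates and no analysis without single libraries was possible. Intervals of shares are 95% Clopper-Pearson intervals.

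Sites were used when they passed the authors' filter, were single-nucleotide sites and had at least 5 reads in each line. Polymorphic sites were those with opposite homozygous calls. The shares of polymorphic transcripts in the fine-mapped interval, in the 2.2 cM interval and in its remaining part were compared with those elsewhere by two-sided Fisher's exact tests. Interval membership was taken from the authors' gene list, divided at markers 2_0483 and 2_0117, and elsewhere means all transcripts not in the respective list, whether or not they have a known position. Allele depths were compared per site by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over all 39013 sites, and a site was called at an adjusted p below 0.05 with a non-reference share of at most 0.1 in a line and at least 0.9 in the other. Reads pooled within a line are not independent plants, so these tests describe the sequenced pools. Transcripts of an interval are linked, and the lines were chosen for opposite alleles at the QTL. The tests of shares therefore describe the calls and are not independent evidence.

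Depth ratios were computed from mean read depth over passing single-nucleotide sites with at least 5 reads in at least 1 line. A minimum in both lines had not been named for this measure, and requiring 5 reads in each line leaves no site in MLOC_72272.1 or MLOC_54434.1. Depths were not scaled, since the median ratio over all transcripts was 0 on the log2 scale. Gene classes, positions, annotations and effects on the protein are those of the authors' tables. No genome sequence was used, and gene names were not assigned beyond these tables.

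The transcripts named in the text were chosen by a rule set in advance. They are the transcripts named by the paper, those in the authors' table of SNPs in the QTL region, all polymorphic transcripts of the 2.2 cM interval, and among transcripts not in its gene list the 10 with the most polymorphic sites, ties being broken by read depth. Other names were chosen after their values were seen. They are AK250222.1, MLOC_38925.1, MLOC_69623.1, MLOC_69624.1, AK356405, MLOC_34299.1, MLOC_46398.1, MLOC_6918.1, AK251142.1, MLOC_32809.1, MLOC_36563.1, MLOC_80211.1 and MLOC_50659.1.

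The alternatives were read depth minimums of 1, 10 and 20, genotype quality minimums of 20 and 60, inclusion of insertions and deletions, inclusion of sites that failed the filter, allele shares in place of genotype calls, limits of 0.2 and 0.8 for the allele shares, at least 2 polymorphic sites per transcript, sites in place of transcripts, and other forms of the depth ratio. Counts were compared with a factor of 1.5, tests with their threshold, and shares and ratios with their counting interval. The expression table of Online Resource 15 was at hand only for the first 1997 of 31144 rows, so no expression test was repeated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.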

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

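All tests of explanations in this part were chosen only after the results were seen.

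Polymorphic calls appeared in transcripts that the paper does not list among those with a SNP. Within the gene list of the 2.2 cM interval, e35RD had 15 non-reference reads at MLOC_5831.1, 9 at MLOC_54339.1 and 5 at MLOC_60812.1, above the 3 reads that a count of 0 allows, while all reads of e35RM had the reference base (20, 7 and 6 reads). Genotype quality per read was 2.14, 3.00 and 3.00 at these sites. With at least 5 reads in each line each of these transcripts has 1 such site. The test of allele depths per site called that of MLOC_5831.1 (adjusted p = 2.8e-07, Fisher's exact test) but not those of MLOC_54339.1 and MLOC_60812.1. With a genotype quality of at least 20 in each line, MLOC_60812.1 had 0 polymorphic sites and the other transcripts kept theirs. MLOC_60812.1, which the list places outside the fine-mapped part, has 6 when 1 read in each line is enough, and e35RD is non-reference at all 6. The lines differ in the allele of the region by design, and no other biological explanation was tested.

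Among transcripts not in the gene list, e35RD had 15 non-reference reads at MLOC_43186.1 and e35RM had 10 at MLOC_38925.1. The lower genotype quality per read of these 2 sites was 2.23. This says nothing about reads that carry both alleles or map with low quality, because the sites were picked by their genotype quality and allele shares, so that explanation and a true difference between the lines cannot be told apart. At MLOC_43186.1 both lines also had heterozygous calls at positions 8 and 10, at sites that failed the authors' filter, and MLOC_38925.1 had 1 read of the other allele in e35RM. Positions for these transcripts were not at hand. A small segregating segment elsewhere, a wrongly placed transcript and reads from a paralog that differ between the lines stay open and were not tested.

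MLOC_34299.1, which is not in the gene list, had up to 20 reads in e35RM at 3 passing sites and no call in e35RD. The reads carried the reference base. The median genotype quality per read in e35RM was 3, but the transcript was picked by genotype quality, so this says nothing about reads that carry both alleles or map with low quality, and that explanation cannot be told apart from a true difference. In the paper's expression table this transcript has a log2 fold change of −3.53 with a false discovery rate of 0.998 over the libraries, so the paper's own test did not call a difference. A chance difference between the libraries stays open. By the same measure, with at least 2 homozygous sites of at least 10 reads and a genotype quality of at least 20 in a line and at most 3 reads in the other, MLOC_46398.1 had up to 11 reads in e35RM against 3, and MLOC_6918.1 up to 14 reads in e35RD against 3. Among the 5 transcripts with this pattern, the remaining pair are MLOC_72272.1 and MLOC_54434.1.

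In the fine-mapped interval, MLOC_69623.1 had 10 sites at which both lines were homozygous for a non-reference base. Up to 26 such reads were seen in e35RM, the line that carries the Morex allele of AL7.1, and up to 25 in e35RD. The median genotype quality per read was 2.97, which argues against reads that carry both alleles or map with low quality. A reference sequence that differs from the Morex parent of the population, a wrongly placed transcript and reads from a paralog were not tested and stay open. MLOC_69624.1, with 2 such sites, had a lower value of 1.23, and AK356405, with 6 sites in the rest of the 2.2 cM interval, had 2.76.

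At position 574 of AK251142.1, counted from 1 at the 5′ end of the transcript, the lines were homozygous for 2 different non-reference bases. e35RM had 42 reads with G574A and 7 with G574C, and e35RD had 2 and 44 reads. Genotype qualities were 68 and 62. The site is not counted as polymorphic by the definition used here, which asks for the reference base in a line. Both lines had reads of both bases, which a mixture of paralogous copies or of plants would also give. No explanation was tested for this site.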

How the results depend on the processing

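Alternatives restricted to MLOC or AK transcripts, the rule that counts only transcripts with all sites non-reference as wild, the count of sites with 2 different non-reference bases and the depth ratio over sites called in both lines were chosen after seeing the data, and all other alternatives were set before the data were examined.

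For the main results, 85 alternative values stayed within the limits set for them, 32 did not and 0 reversed. Only the differences in the share of polymorphic transcripts and the depth ratios could reverse, since the other values have no direction. Such a difference stayed within its limit when p remained below 0.05 (Fisher's exact test), which is a weak demand here. The difference in the share of polymorphic transcripts between the fine-mapped interval and elsewhere stayed between 65.8 and 92.3 percentage points under 9 alternatives, with p at most 5.6e-15 (Fisher's exact test). For the 2.2 cM interval it was 46.8 to 63.6 points, with p at most 1.9e-14. Sites with different allele depths numbered 36 to 67, polymorphic transcripts in the fine-mapped interval 8 to 15, and those in the whole interval 10 to 19. Depth ratios lay between −5.53 and −4.36 on the log2 scale for MLOC_72272.1 and between −4.89 and −3.67 for MLOC_54434.1. Several of these settings are no test of stability. Dividing by the median ratio over all transcripts changes nothing because that median is 0. Inclusion of insertions and deletions left both ratios unchanged, and no minimum of reads and inclusion of sites that failed the filter left the ratio of MLOC_72272.1 unchanged. Its only values that differ are −4.36, for the median of the ratios per site, and −5.03, over sites called in both lines.

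Counts of polymorphic transcripts depended on the filters. In all places and outside the gene list of the 2.2 cM interval (102 under the filters used here), they became 997 and 978 with at least 1 read in each line, 31 and 18 with 10 reads, and 12 and 2 with 20 reads. With a genotype quality of at least 20 they were 17 and 3, and with 60 they were 11 and 1, a single transcript, AK358955. Including sites that failed the authors' filter gave 376 and 361, allele shares in place of genotype calls 21 and 6, and at least 2 polymorphic sites per transcript 16 and 5. Sites with 2 different non-reference bases, when counted too, gave 121 and 106. A stricter read depth or quality minimum removes sites by construction, and the cause of the other changes was not tested. Among transcripts without a position, inclusion of sites that failed the filter gave 3 polymorphic transcripts, from 1; MLOC_50584.1 and MLOC_75306.1 were added by those sites.

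Homozygous non-reference sites numbered 13807 with at least 20 reads and 12085 with a genotype quality of at least 60, from 22573. The same settings gave 5206 and 4553 transcripts with a non-reference base, from 8607, and 1802 and 1693 with reference bases alone, from 2935, again through fewer sites tested. Restricted to MLOC transcripts, 4712 had a non-reference base, and restricted to AK transcripts 3895, with 539 having reference bases alone. The share with reference bases alone, 25.4%, was 23.1% with at least 1 read, 26.8% and 27.1% with a genotype quality of at least 20 and 60, 28.3% with sites that failed the filter, 33.7% for MLOC and 12.2% for AK transcripts, and 28.7% where only transcripts with all sites non-reference counted as wild. The cause of the changes in this share was not tested.

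For the 35 named transcripts, 280 alternative numbers of polymorphic sites were computed. Of these, 213 stayed within the limits and 67 did not, 51 of them because no site was left, and a first site was gained in 4. MLOC_54434.1 and MLOC_72272.1 had 3 and 1 polymorphic sites with at least 1 read in each line and none under the other settings.

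No paired analysis was possible because the authors pooled the 4 libraries of each line before calling. For the same reason the alternatives without single replicates, with a homozygous call in every replicate, with the replicate number as stratum (Cochran-Mantel-Haenszel) and with permutation within replicates were not run. Restriction to HC transcripts was not run, as the class of transcripts outside the gene list was at hand only for part of the gene set. Depth limits what can be called. In simulated data with opposite alleles at 200 sites and no mixed or paralogous reads, 88.5% were found, and 100% of those with at least 10 reads in each line.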

Differences from the paper's values

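The depth ratios with the direction exchanged were computed only after the result was seen, and the other comparisons were set before the data were examined.

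The paper's number of genes assigned to the introgressed wild barleys is 1295. Here 8607 transcripts had a homozygous non-reference base in at least 1 line. Of these, 4712 have an MLOC identifier and 3895 an AK identifier, and whether the AK reference sequences are from Morex is open. The paper's text does not say how a gene was assigned, and the Morex columns of the table were not used here. It is therefore not known that 1295 and 8607 are the same measure. Under all 8 alternatives the number stayed above the paper's, from 4553 to 12674. For genes with the Morex allele the paper's number is 3445, and 2935 transcripts had reference bases alone here. This was within the factor of 1.5 used to compare counts, and so were 6 of 8 alternatives. The paper's share of Morex alleles is 72%, and the share of transcripts with reference bases alone was 25.4% here, with the same reservation. This difference in share lies mainly in the number with a non-reference base. All 8 alternatives differ from the paper's share as well, with 23.1 to 28.3%.

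Among transcripts without an assigned position, the paper counts 3 with polymorphisms. Under the filters used here 1 was polymorphic, AK358955. When sites that failed the authors' filter were included, the number was 3. The other 8 alternatives gave 1.

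The paper's log2 fold change of e35RM against e35RD is 7.72 for MLOC_72272.1 and 5.60 for MLOC_54434.1. The log2 ratio of read depth, e35RM over e35RD, was −5.53 and −4.82. The median of the ratios per site with 1 read added to each depth, set before the data were examined, kept the opposite direction, with −4.36 and −3.67. The other 4 alternatives set then gave an unchanged value for MLOC_72272.1 and are no test for it. For MLOC_54434.1 they gave −4.85 without a minimum of reads and −4.89 with sites that failed the filter, and 2 left its value unchanged. With the direction of the ratio exchanged, to e35RD over e35RM, it was 5.53 for MLOC_72272.1 and 4.82 for MLOC_54434.1, and the paper's values then lie inside the counting intervals of the deepest site.

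The paper describes the NILs as differing only in the QTL region. Opposite homozygous calls were found in 102 transcripts outside the gene list of the 2.2 cM interval, and in 3 with a genotype quality of at least 20 in each line. Positions of these transcripts were not at hand except for MLOC_17505.1, and AK358955 has no assigned position in the paper, so the others are not shown to lie outside the QTL region. The paper states that MLOC_54434.1 shows a polymorphism in the variant calling. It had 0 polymorphic sites with at least 5 reads in each line, and 3 with at least 1 read in each line. The paper also states that the variant calling found a small deletion in this gene, and 0 of its 11 listed sites are insertions or deletions. By Sanger sequencing, the paper reports an AG insertion in the NILs with shorter awns, and a marker for the variant co-segregated with the phenotype. The position given for it is lower than that of the first listed site, T54C. Read depth upstream of T54C is not given, so the calls bear neither way on the insertion.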

Other observations

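All tests of explanations in this part were chosen only after the results were seen.

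Polymorphic calls in 102 transcripts that are not in the gene list of the 2.2 cM interval had a median genotype quality per read of 0.913. Reads that all carry the same allele at full quality give 3 at such low read depths (median of the lower depth 6). This is consistent with reads that carry both alleles or map with low quality at most of these sites, a candidate explanation found and tested on the same data. At AK358955, MLOC_43186.1 and MLOC_38925.1 the genotype quality was at least 20 in each line. No biological explanation was tested for the rest.

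At MLOC_72272.1 and MLOC_54434.1 the read depth of e35RM was lower than that of e35RD. Fewer reads in e35RM as a whole would lower all transcripts, but the median log2 ratio of transcripts with a mean depth of at least 20 reads was −0.0118. A loss of reads with the non-reference allele in the alignment would lower e35RD instead, and the median over the other 15 polymorphic transcripts of the interval was −0.0648. Counting sites without a call as 0 reads is not the cause either, since over sites called in both lines the ratio nearer to 0 of the pair was −4.34. The paper's own limma-voom test over the libraries called both genes, with adjusted p = 1.6e-09 and adjusted p = 4.8e-05, but its fold changes have the other sign. It bears on a lower value in e35RM only if line labels were exchanged in the paper's expression values, which is not established. A chance difference between libraries is therefore not ruled out. The allele of the region, which the design sets, stays open and was not tested.

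The depth ratios of both genes run opposite to the log2 fold changes in the paper's table. If the lines were exchanged in the variant table, the non-reference alleles of the interval would stand in e35RM, but all 52 polymorphic sites of the interval are non-reference in e35RD, the line with the wild barley allele. If the lines were exchanged in the paper's expression values, other transcripts would show it too. Over the other 13 transcripts of the paper's table with a depth ratio, the paper's log2 fold change and the log2 depth ratio had a Spearman correlation of −0.885 (permutation p = 0.00017, adjusted 0.00017 over 4 correlations) and a Pearson correlation of −0.961 (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted 1.3e-05). Without the 2 transcripts farthest from the median fold change the Pearson correlation was −0.901. The signs were opposite in 9 transcripts and equal in 3, and 1 had no difference in depth. This is a correlation across genes, which are not independent replicates. In the first 1997 of the 31144 rows of the paper's expression table, all with a log2 fold change of at most −0.347, 75 transcripts had a mean depth of at least 20 reads in a line. Read depth was higher in e35RM in 63 of them, higher in e35RD in 9 and equal in 3, with a median log2 ratio of 0.20. In 1984 of the 1997 rows the paper's expression values, summed over libraries, were lower in e35RM, in the direction of the paper's fold changes, and in 13 they were higher. The fold changes are thus not reversed against the values beside them. The values are consistent with line labels exchanged in the paper's expression values as a whole, a candidate explanation found and tested on the same data. At MLOC_34299.1 the measures also run in opposite directions, with summed values of 0.184 in e35RM and 25.5 in e35RD in the paper's table, against up to 20 and 0 reads at its sites.

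In the part of the expression table at hand, 2 transcripts have a false discovery rate below 0.05 in the paper's own values, MLOC_80211.1 (0.00642) and MLOC_50659.1 (0.00637). The paper's text does not report them. Their log2 fold changes in the paper's table are −3.45 and −0.873. Values summed over libraries are 0 in e35RM and 20.5 in e35RD for MLOC_80211.1, and 155.7 and 294.7 for MLOC_50659.1. Read depth ran in the opposite direction. MLOC_80211.1 had 13 reads in e35RM and 6 in e35RD at 1 site, and MLOC_50659.1 up to 11 and 5. The sum of 0 for MLOC_80211.1 matches neither line, since both had reads at its site.

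AK transcripts had a smaller share with reference bases alone than MLOC transcripts, 12.2% against 33.7%. AK reference sequences that are not from Morex are a candidate explanation. In the 2.2 cM interval, where e35RM has the Morex allele, e35RM was non-reference in 1 of 6 AK transcripts and 2 of 19 MLOC transcripts (p = 1, two-sided Fisher's exact test). With so few transcripts this explanation and a true difference cannot be told apart.

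In AK358955 a deletion of 9 bases at position 753 was called in e35RD with 6 reads, against 49 reference reads in e35RM. At AK250222.1 position 204, e35RM had 87 reads with the reference base and 24 with another, and e35RD had 108 and 0 (adjusted p = 2.5e-05, Fisher's exact test).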
